A study of Mus musculus with 4 samples. Its data were reported in "SRRM2 splicing factor modulates cell fate in early development" (2024).

How the data were processed

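Mouse embryonic stem cells of the E14tg2a.4 line and a heterozygous Srrm2 gene-trap line derived from it were profiled by droplet single-cell RNA sequencing of the 3′ ends of transcripts. The labels list 4 samples in 2 groups, with 2 WT replicates and 2 Srrm2 hKO (heterozygous knockout) replicates. The labels give 24 h or 72 h of growth in serum-free medium with LIF before collection, without saying which applied to which sample. The study's single-cell methods give a single length of growth for both lines, which is neither of these. Its general culture methods list that same length beside 24 h and 72 h.

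The deposited matrix holds raw counts of unique molecular identifiers (UMIs) per gene and cell barcode. The authors aligned each library to the mm10 mouse genome with Cell Ranger 6.1.2 (version per the file headers) and joined the 4 libraries into 1 matrix with its aggregation step at default settings. That step subsamples reads so that the libraries have similar mean depths per barcode, so differences in sequencing depth between the libraries were reduced before deposit. The filtered matrix held 32285 genes and 41142 barcodes, with 154997996 non-zero entries and 744302782 UMIs. Every value was a whole number, and the study's own cell filter had not been applied.

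Each barcode ends in a library number from 1 to 4. Neither the labels nor the files used here tie a library number to a labelled sample, so no library was assigned to WT or Srrm2 hKO. The planned test of Srrm2 hKO against WT (edgeR quasi-likelihood on counts summed per library) therefore could not be made, and neither could its variants. Levels are given per library by its number, and values of whole clusters, cluster 6 included, pool the cells of all libraries. No mean of libraries as replicates, no SD between libraries and no p-value was computed, and a mean over the 4 libraries served only as the reference point for medians over chromosomes. Individual cells were not treated as replicates.

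The study's stated cell filter was applied to each library. A cell was kept when its UMI count and its number of detected genes were both at or above the library's mean minus 1 SD and its mitochondrial share was at most 10%. The filter kept 31989 cells. Kept cells per library numbered 8118, 8514, 7893 and 7464 for libraries 1 to 4, with 166839268, 200180473, 172407338 and 174050451 UMIs. At these totals the floor of 3 counts taken for a count of 0 equals 0.0150 to 0.0180 counts per 1000000 UMIs (CPM). The exact interval described next reaches higher at a count of 0, for Lum to 0.0221 CPM in library 1 and 0.0184 CPM in library 2. Levels are UMIs of a gene or gene list per 1000000 UMIs of the kept cells, with exact 95% Poisson intervals. Shares of cells have exact (Clopper-Pearson) 95% binomial intervals. Both kinds of interval cover counting error only, not variation between cultures.

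For clustering, counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes were chosen by the vst method (loess in R 4.3.3). Principal components were computed from scaled values with a ceiling of 10, and 20 components were used. A shared-neighbour graph with 20 neighbours was partitioned with leidenalg 0.10.2 at resolution 0.2. Leiden replaced the Louvain method, and no batch correction was made because Harmony was not available in this environment. Clusters under 2% of cells were left out of the comparisons. Genes leading a cluster were ranked by their CPM in the cluster over their CPM in all other cells, with at least 500 counts in the cluster (50 in the cluster under 2%). Doublets were sought with Scrublet (scanpy 1.11.5) in each library. It marked 0 of 31989 cells, so the caller did not work here and the planned analysis without its calls would have removed nothing. Cells with more than 2 times their library's median UMI count (1615 cells) were left out in an alternative instead.

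Shares of cells with a UMI were computed after each cell was thinned to 5000 UMIs by drawing without replacement, which left out 0 kept cells. Co-detection is the share of cells with a UMI of both panels divided by the product of the shares for each panel. Its interval takes the product as fixed. For the Nanog comparison, counts were summed over cells with and over cells without a Nanog UMI in each library, with Nanog itself removed from the sums. A gene was counted when its CPM differed at least 1.5-fold in the same direction in every library and it had at least 200 counts over both classes in every library.

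Gene lists were fixed before the data were examined. They comprised naive and formative pluripotency panels of 10 genes each, lists for primed or primitive streak, trophectoderm, primitive endoderm, two-cell-like and fibroblast cells, Y-chromosome genes, 16 targets of serum response factor (SRF), Krt8 with Krt18, and 14 S and 14 G2/M genes. All were found in the matrix. Cyr61 and Ctgf are listed there as Ccn1 and Ccn2 and were matched by Ensembl identifier. Genes named in the text are those that the study's own text follows, the members of these lists, and the 5 genes with the largest smallest-over-libraries fall in the Nanog comparison (no gene passed as higher). Genes leading a cluster are named as a description of that cluster. Coordinates are from the GENCODE M21 annotation of GRCm38, the same assembly as mm10. Of the matrix's genes, 50 had no position there.

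The rules that run over all genes were tested on simulated Poisson counts drawn from the real profiles, with 200 genes changed by known folds. For the Nanog comparison (8364 genes), 50 of 50 genes changed by 2.0-fold, 50 of 50 changed by 3.0-fold and 50 of 50 changed by 4.0-fold were recovered. None of the 50 genes changed by 1.25-fold and 0 of 8164 unchanged genes passed. The simulation had no variation between cells beyond counting.

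Alternatives covered other readings of the cell filter, all barcodes, means over cells, DESeq2 1.42.0 median-of-ratios size factors, removal of cells with high UMI counts, other cluster settings, other thinning depths, panels without the gene most abundant over all libraries, stricter limits, and each library left out in turn. Clustering without the SRF and keratin genes was added after the data were seen.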

Results

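To measure the transcriptional state of mouse embryonic stem cells (mESC) with a reduced dose of Srrm2, which encodes a large serine- and arginine-rich protein of the spliceosome, single-cell transcriptomes were collected from E14tg2a.4 cells and from a heterozygous gene-trap line. E14tg2a.4 is a male mESC line, and the cells were cultured with LIF, a cytokine that sustains self-renewal. The labels describe 2 WT and 2 Srrm2 hKO samples from independent experiments. The UMI counts of the 4 libraries are joined in 1 matrix, in which a cell carries a library number but no sample label. The libraries are therefore described by number, and no comparison of Srrm2 hKO with WT was made. Differences between libraries are differences between single cultures, without replicate error.

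The matrix held 9535, 11736, 9697 and 10174 barcodes for libraries 1 to 4. Mean UMIs per barcode lay between 17898 and 18443, a narrow range after the depth equalisation by the authors. The spread within libraries was less even. The lower quartile of UMIs per barcode was 13218 in library 1 and 12251 in library 3, but 6779 in library 2 and 6337 in library 4. The study's cell filter kept 85.1%, 72.5%, 81.4% and 73.4% of the barcodes of libraries 1 to 4, or 31989 of 41142 in total. A further reading of the filter, with the limits set on log10 values, kept 32492 cells, and dropping the mitochondrial limit moved the total most, to 32785. Kept cells had a median of 4376 detected genes, compared with 4097 over all barcodes. Median UMIs per kept cell were 18378, 21898, 19405 and 21438 in libraries 1 to 4.

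The targeted gene was examined first. Srrm2 (ENSMUSG00000039218) spans positions 23790532 to 23824741 on the plus strand of chromosome 17 (GRCm38). Its level was 387 CPM in library 1 (95% Poisson interval 384 to 390), 533 CPM in library 2 (530 to 536), 238 CPM in library 3 (236 to 240) and 356 CPM in library 4 (353 to 358). The highest and lowest libraries differed 2.24-fold (2.22 to 2.27). Scaling by size factors moved this fold most, to 2.18. By comparison, Srrm1 ranged from 298 to 371 CPM and the spliceosomal gene Sf3b1 from 243 to 269 CPM. Libraries that shared a cluster could also be compared inside it. Within cluster 1, as defined below, Srrm2 was at 384 CPM in library 1 and 228 CPM in library 3. In cluster 3 it reached 597 CPM in library 2 and 375 CPM in library 4.

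**Figure D1:**
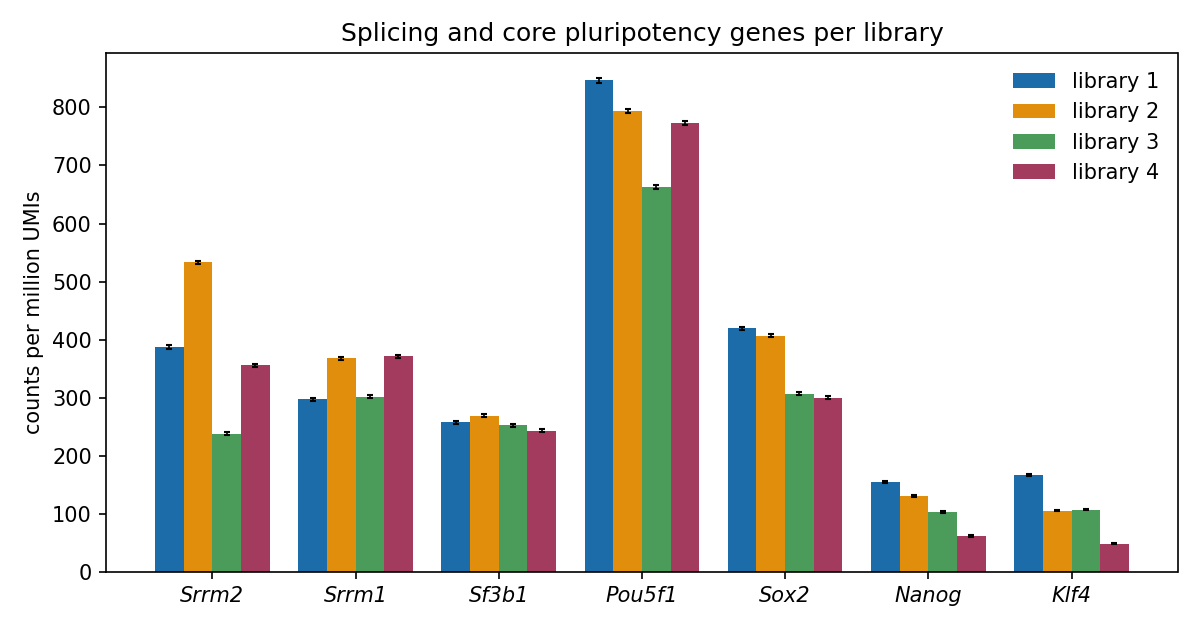
Levels of Srrm2, Srrm1, Sf3b1 and the core pluripotency genes in CPM (vertical axis, from 0), with 1 bar per library and exact 95% Poisson intervals as error bars. Srrm2 was highest in library 2 at 533 CPM and lowest in library 3 at 238 CPM, whereas Nanog and Klf4 were lowest in library 4 at 61.9 and 48.5 CPM.

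The core pluripotency factors were detected in every library. Pou5f1 (chromosome 17, 35506018 to 35510772) varied least, from 663 CPM in library 3 to 847 CPM in library 1. Sox2 (chromosome 3, 34650405 to 34652461) was at 419, 407, 307 and 300 CPM in libraries 1 to 4 (the last with an interval of 297 to 303). Nanog (chromosome 6, 122707489 to 122714633) was at 154, 130, 103 and 61.9 CPM, a 2.49-fold range (2.44 to 2.55). Klf4 (chromosome 4, 55527143 to 55532466) was at 167, 105, 107 and 48.5 CPM, a 3.44-fold range (3.35 to 3.52). Scaling by size factors gave the largest shift for each of these 4 genes, and raised the Nanog range to 2.89-fold and the Klf4 range to 3.98-fold.

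Whether the cultures differed in naive or formative marker expression was read from the panels. The naive panel summed to 1930, 1575, 1402 and 931 CPM in libraries 1 to 4. The formative panel summed to 786, 1248, 905 and 1693 CPM. Utf1 made up much of the formative panel and was similar in all libraries, at 507 to 586 CPM. Without Utf1 the formative sums were 199.95, 740 and 350.4 CPM in libraries 1 to 3 and 1146 CPM in library 4, a 5.73-fold range compared with 2.15-fold for the full panel. Dnmt3b ranged from 79.5 CPM in library 1 to 586 CPM in library 4, and Pou3f1 from 16.4 to 168 CPM between the same libraries. Tbx3 ran the other way, from 75.2 CPM in library 1 to 3.76 CPM in library 4. The lists for primed or streak, trophectoderm, primitive endoderm and fibroblast cells summed to between 2.24 CPM (fibroblast list in library 1) and 12.7 CPM (trophectoderm list in library 3). The two-cell-like list lay between 0.178 and 1.05 CPM.

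Of the other genes followed by the study, Mest ranged widely, at 0.965 CPM in library 1, 1.16 CPM in library 2, 37.4 CPM in library 3 and 40.6 CPM in library 4. Itga3 was at 2.79, 2.75, 11.9 and 8.11 CPM in libraries 1 to 4. H19 was low, with 3, 18, 31 and 185 counts in libraries 1 to 4, the last equal to 1.06 CPM (0.915 to 1.23). Levels of the Y-linked gene Eif2s3y were 99.97, 80.7, 27.9 and 24.3 CPM, and those of Ddx3y were 29.5, 24.1, 7.49 and 6.24 CPM. Krt8 was at 21.1, 12.8, 238 and 71.7 CPM. Among ribosomal protein genes, whose reads can be shared with processed pseudogenes, Rps21 was at 2359, 3304, 2475 and 5038 CPM, while Rpl29 ranged from 275 to 399 CPM. Id3, Sox4, Sox11, Tcf7l1 and Dnmt3a were all lowest in library 1 and highest in library 4. Cox6b2 and Ass1 were highest in library 1 and lowest in library 4.

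Clustering without batch correction gave 5 clusters with at least 2% of the cells, and most clusters were dominated by 1 or 2 libraries. Cluster 1 (13438 cells) held 94.2% of library 1 and 73.3% of library 3, with 6 cells of library 2 and 1 cell of library 4. Cluster 2 (7180 cells) held 81.2% of library 2 (95% binomial interval 80.4 to 82.1) and 3.14% of library 4. Cells of library 2 made up 96.3% of cluster 2, so this cluster and library can hardly be separated. Cluster 3 (4574 cells) held 17.9% of library 2 and 40.8% of library 4. Cluster 4 (4135 cells) was 99.2% cells of library 4 and made up 54.9% of that library, so cluster and library cannot be separated there. Cluster 5 (2610 cells) held 5.49% of library 1, 0.247% of library 2, 26.1% of library 3 and 1.06% of library 4. No cluster held at least 5% of every library. After the principal components were centred within each library, 49.6% of cells lay in 1 cluster that did. It held 93.8%, 79.4%, 5.22% and 14.5% of libraries 1 to 4, while 68.7% of library 3 lay in another cluster. After centring, libraries 1 and 2 thus shared their largest cluster, whereas without it libraries 1 and 3 did. The value of 49.6% depended on the limit of 5%, given the 5.22% of library 3. A further cluster with 19.8% of cells fell short with 4.99% of library 1. The boundary between clusters 3 and 4 also depended on the settings, since at resolution 0.1 a single cluster held 95.9% of library 4.

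**Figure D2:**
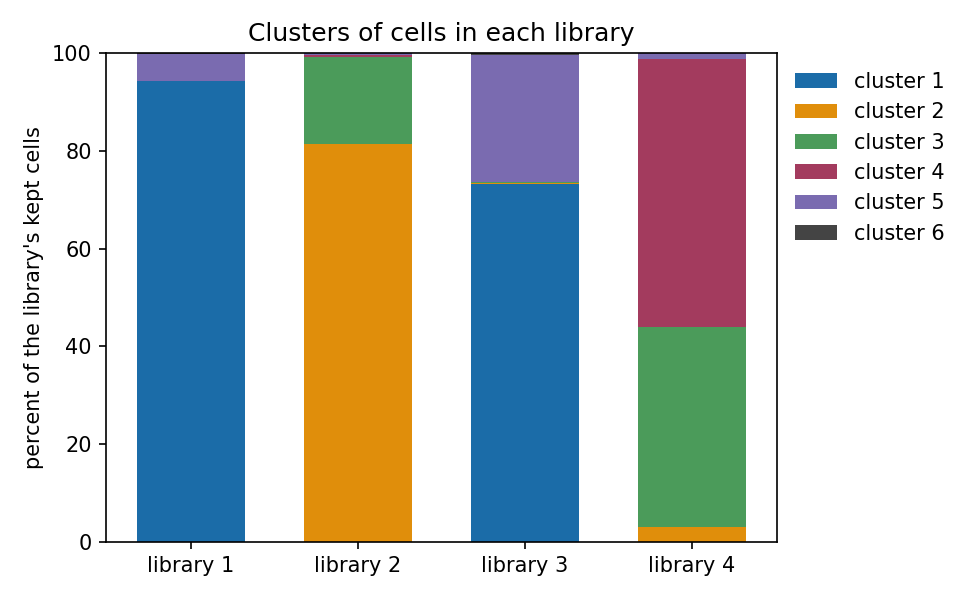
Share of each library's kept cells (vertical axis, percent) in the 6 clusters found without batch correction, as stacked bars with 1 bar per library. Cluster 1 fills most of libraries 1 and 3, cluster 2 most of library 2, and clusters 3 and 4 together most of library 4, while cluster 6 is too small to see.

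Genes leading cluster 1 by fold over all other cells included Slc11a1, Ppp1r14d and Tbx3. Those leading cluster 2 included Spic, Prcd and Lefty2. Cluster 3 was led by Spon1, Slc35d3 and Fgf5, and cluster 5 by Gzme, Ctla2a and Acta2. No gene led cluster 4 by more than 2.93-fold. The naive panel summed to 1949 CPM in cluster 1, 1838 CPM in cluster 2 and 1396 CPM in cluster 4, compared with 361 CPM in cluster 3 and 526 CPM in cluster 5. The formative panel was highest in cluster 3, at 2306 CPM, and lowest in cluster 1, at 759 CPM. The panel genes were among the genes open to selection for clustering, so these sums describe the clusters and do not test them. Since cluster 2 was nearly all library 2, its leading genes and its contrast with cluster 1 may equally be those of libraries.

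The study followed SRF targets across clusters. In library 1 the SRF list summed to 3374 CPM in cluster 1 and 7011 CPM in cluster 5, a 2.08-fold difference. The corresponding values were 3768 and 10938 CPM in library 3, a 2.90-fold difference. In library 2 cluster 3 was at 5030 CPM and cluster 2 at 3963 CPM. In library 4 the sum was 3366 CPM in cluster 2, 4420 CPM in cluster 4, 6864 CPM in cluster 3 and 19716 CPM in the 79 cells of cluster 5. Actb and Actg1 carried most of these counts, and without them the fold between clusters 5 and 1 was 5.52 in library 1 and 9.87 in library 3. Krt8 and Krt18 together rose from 14.3 CPM in cluster 1 to 1428 CPM in cluster 5 of library 3. Since Acta2 led cluster 5, the cells were clustered again without the SRF and keratin genes. Of the 2610 cells of cluster 5, 2603 fell into 1 cluster of the new partition, in which the SRF list was at 7018 CPM in library 1 and 10917 CPM in library 3. Other genes leading cluster 5, such as Acta1 at 120-fold, were not on these lists, and 1982 of 2000 variable genes stayed. The return of the cluster thus shows only that it did not rest on the listed genes alone. Srf itself was at 6.78, 17.0, 11.2 and 19.4 CPM in libraries 1 to 4.

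Between libraries, the sums of cell cycle genes differed less than the panels. S genes took 0.239%, 0.271%, 0.227% and 0.267% of UMIs in libraries 1 to 4. G2/M genes took 0.341%, 0.346%, 0.315% and 0.308%. The widest differences between libraries were 1.19-fold for S genes and 1.12-fold for G2/M genes, and neither fold moved beyond its counting interval when all barcodes or means over cells were used. Hells, the most abundant S gene, was at 335, 578, 352 and 708 CPM in libraries 1 to 4, a 2.11-fold range. The next widest S gene, Tyms, ranged 1.43-fold. The S sum was not taken without Hells, so its differences between libraries may rest in part on this gene. Between clusters of a single library the differences could be wider. The G2/M share was 0.331% in cluster 1 and 0.281% in cluster 5 of library 3. In library 4 it was 0.352% in cluster 2 and 0.247% in cluster 5, and the S share was 0.276% in cluster 4 and 0.137% in the 79 cells of cluster 5. These values are levels of transcripts and not calls of cell cycle phase.

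It was next asked whether naive and formative transcripts occurred in the same cells. After thinning to 5000 UMIs per cell, 95.0% of cells of library 1 had a UMI of both panels, as had 92.7% of library 2, 90.6% of library 3 and 81.7% of library 4. Divided by the product of the shares for each panel, these gave 1.00, 0.999, 1.00 and 0.999, and each interval included 1. Without thinning the shares were 99.8%, 99.5%, 99.0% and 97.6%. Both panels were near saturation, so the measure had little room to move. The interval treats the product as fixed, although it comes from the same cells. That it included 1 therefore does not show that the panels were independent. When Zfp42 and Utf1, the most abundant genes of the panels over all libraries together, were left out, the ratios were 0.989, 0.987, 0.971 and 0.979. The intervals of libraries 2, 3 and 4 then lay under 1, with that of library 3 at 0.954 to 0.989. That of library 1 included 1, which for the same reason does not show independence. No cell type lacking these genes was present to measure free RNA in the droplets, which adds UMIs of both panels to all cells.

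Detection of Nanog was then used to compare cells within each culture. At 5000 UMIs per cell, a Nanog UMI was found in 53.4% of cells in library 1 (52.3 to 54.5), 44.5% in library 2 (43.4 to 45.6), 38.2% in library 3 (37.1 to 39.3) and 23.7% in library 4 (22.7 to 24.7). A Poisson distribution of the same mean would give 55.8%, 48.6%, 42.5% and 26.9%, so that the split into classes is in large part one of UMI sampling. Without thinning the shares were 90.4%, 81.1%, 74.6% and 55.7%. Of 8391 genes with enough counts, 0 were at least 1.5-fold higher in cells with a Nanog UMI in every library and 14 were at least 1.5-fold lower. Library 1 limited both counts, since without it 9 genes were higher and 86 lower. The number of lower genes also rose with depth, to 76 at 10000 UMIs per cell.

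The 5 genes with the largest fall were Tagln, Krt8, Krt18, Pou3f1 and Nes. The classes were not compared within clusters. In library 3, Krt8 and Krt18 together were at 14.3 CPM in cluster 1 and 1428 CPM in cluster 5. The naive panel was at 1822 and 527 CPM in the same clusters. The falls of Krt8 and Krt18 can therefore not be told apart from a difference between clusters. The same holds for Tagln, a member of the SRF list, and Pou3f1, a member of the formative panel, since both lists differed between clusters. No level of Nes by cluster was taken, so its fall is open to the same reading. Tagln (ENSMUSG00000032085; chromosome 9, 45929619 to 45936058) had log2 ratios of -3.26, -2.86, -3.05 and -2.09 in libraries 1 to 4, with an interval of -2.28 to -1.90 in library 4. Krt8 (ENSMUSG00000049382; chromosome 15, 101996698 to 102004482) had log2 ratios of -2.42, -2.01, -2.92 and -2.16. Its neighbour Krt18 (ENSMUSG00000023043; chromosome 15, 102028180 to 102032027) had -2.20, -1.54, -2.94 and -1.84. Pou3f1 (ENSMUSG00000090125; chromosome 4, 124656807 to 124660655) had -1.24, -1.54, -1.80 and -1.40. Nes (ENSMUSG00000004891; chromosome 3, 87971078 to 87980451) had -1.45, -1.27, -1.82 and -1.19.

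All 9 other genes of the naive panel were higher in cells with a Nanog UMI in every library, although none passed the rule of size. The library 1 intervals of Nr5a2 (-0.14 to 0.23) and Prdm14 (-0.03 to 0.61) included 0, and Tbx3 and Prdm14 had too few counts for the rule. The log2 ratio of Klf4 was 0.25 in library 1 (0.18 to 0.32), 0.63 in library 2, 0.66 in library 3 and 1.18 in library 4 (1.04 to 1.31), and that of Zfp42 was 0.15, 0.46, 0.50 and 0.96. Pou5f1 lay between -0.04 and 0.12, and Srrm2 between -0.06 and -0.01. Dnmt3b was lower in cells with a Nanog UMI, with log2 ratios of -0.39, -0.84, -0.50 and -0.70.

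**Figure D3:**
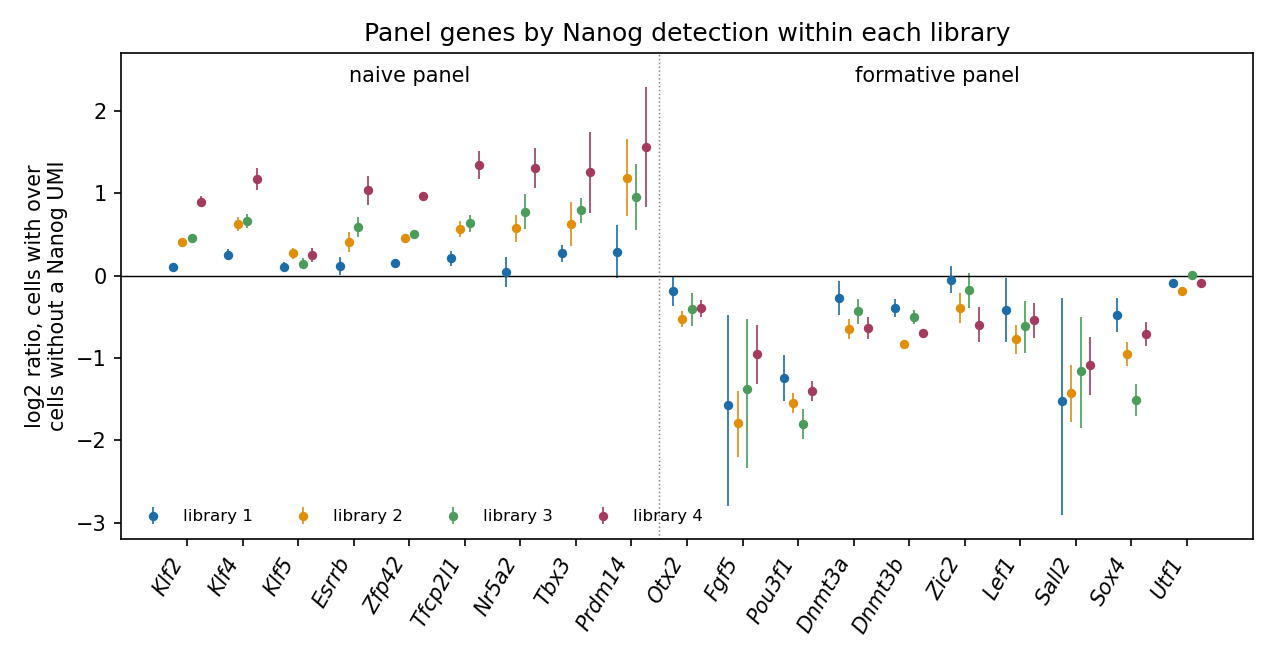
Log2 ratio (vertical axis) of each naive and formative panel gene other than Nanog between cells with and cells without a Nanog UMI at 5000 UMIs per cell, with 1 point per library and exact 95% intervals. The naive genes lie above 0 in all 4 libraries, from 0.25 to 1.18 for Klf4, and all formative genes except Utf1 lie below 0.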

Values the study reported

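The study reported 31,433 cells after quality control, with a median of 4097 genes detected per cell. After integration of the libraries with Harmony it described 4 clusters. It reported that 86% of WT cells lay in cluster 1 and that 94% of Srrm2+/− cells lay in clusters 2 to 4.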

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

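The tests of UMI counts, of cells per library and of genes outside multi-copy families were chosen after the result was seen. A group of 52 cells (0.163% of the kept cells) formed cluster 6, which lies outside the comparisons because it holds fewer than 2% of cells. It drew attention because the two-cell-like list, near 0 elsewhere, reached 349 CPM there (95% Poisson interval 314 to 387), compared with 0.0660 CPM in all other cells. Zscan4c was at 101 CPM (103 counts), Zscan4d at 89.2 CPM, Usp17lc at 93.1 CPM and Tcstv3 at 33.3 CPM. A UMI of the list was found in 41 of the 52 cells and in 45 of 31937 other cells. Pou5f1 was at 539 CPM in these cells and 770 CPM in the others, and Dnmt3b at 140 CPM compared with 307 CPM.

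Libraries 1 to 4 contributed 12, 8, 25 and 7 cells, so the smallest contribution was 7 cells and the cluster did not belong to a single library. Doublets would hold more UMIs than single cells, whereas 36 of the 52 cells had fewer UMIs than the median kept cell of their library. Reads shared among near-identical gene copies could inflate single members of the Zscan4, Usp17l and Tcstv families, and the levels of those members are uncertain for that reason. They would not raise unrelated genes, and 34 genes outside such families by their symbols were also at least 10-fold higher with at least 50 counts. Families were told by patterns in gene symbols alone, so members of other multi-copy families may be among the 34. The 34 included Dcc, at 126 CPM compared with 0.0211 CPM in the other cells, and Tmem92, at 71.5 CPM compared with 0.0168 CPM, both picked after their values were seen. The tables thus argue against doublets, shared reads and a single library as the whole cause. A rare two-cell-like state is a candidate explanation that stays open. No biological explanation was tested. Whether its frequency differs between WT and Srrm2 hKO could not be tested.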

How the results depend on the processing

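The alternatives were fixed before the data were examined, except for clustering without the SRF and keratin genes. Srrm2 hKO could not be compared with WT, so the edgeR test, its DESeq2 counterpart, the unfiltered fit, the fit with replicate number as a block and the omission of each replicate were not run. No paired analysis was possible because the labels' replicate numbers could not be tied to library numbers. The analysis without called doublets was not run because Scrublet marked 0 cells.

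The number of cells kept lay between 31989 and 32785 under 4 readings of the filter. The folds between the highest and lowest libraries kept their direction under every alternative, although most moved beyond their counting intervals, which are narrow at this depth. Scaling by size factors gave folds of 2.18 for Srrm2, 1.39 for Pou5f1, 1.62 for Sox2, 2.89 for Nanog, 3.98 for Klf4, 2.40 for the naive panel and 1.86 for the formative panel. This scaling shifted all genes of library 1 by 0.13, of library 2 by -0.04 and of library 4 by -0.09 on the log2 scale and left library 3 nearly unchanged, which accounts for the changes. Averaging over cells gave 1.26 for Pou5f1, 1.42 for Sox2, 2.58 for Nanog, 3.53 for Klf4, 2.13 for the naive panel and 2.18 for the formative panel. Using all barcodes gave 2.29 for Srrm2. Leaving out cells of high UMI count gave 1.26 for Pou5f1, 2.09 for the naive panel and 2.18 for the formative panel. Without Zfp42 and Utf1, their most abundant genes over all libraries together, the naive panel differed 2.47-fold and the formative panel 5.73-fold between the same libraries, because these genes ranged less between these libraries than the panels. Per-library levels moved by -5.93% to 9.07% with size factors, by -1.63% to 2.47% with all barcodes, by -3.21% to 8.27% with means over cells and by -1.81% to 6.43% without cells of high UMI count. Panel levels fell by 26.8% to 74.6% without these genes. S gene shares changed by -0.16% to 1.46% and G2/M shares by -5.84% to -0.31%. For the other shifts the cause was not tested.

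The number of clusters lay between 4 and 6 under all 6 cluster alternatives run. The share of a library in its largest cluster was less stable. For library 4 it was 95.9% at resolution 0.1, 48.4% at resolution 0.4, 40.7% with centred components, 46.9% with 10 components, 50.3% without cells of high UMI count and 49.9% without the SRF and keratin genes. For library 2 it was 79.7%, 79.9%, 79.4% and 82.6% under the first 4 of these. For library 3 it was 68.2% at resolution 0.4, 68.7% with centred components and 76.0% without cells of high UMI count, and for library 1 it was 90.0% at resolution 0.4 and 95.2% without cells of high UMI count. Cells in clusters holding at least 5% of every library went from 0% to 49.6% with centred components, which removes mean differences between libraries by construction. The 49.6% is 1 cluster close to the limit, with 5.22% of library 3, so this share is not stable. For the other changes in cluster shares the cause was not tested.

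Without Actb and Actg1, the SRF list differed 5.52-fold (library 1) and 9.87-fold (library 3) between clusters 5 and 1, 1.53-fold between clusters 3 and 2 of library 2, and 22.8-fold between clusters 5 and 2 of library 4. Averaging over cells gave 2.12-fold in library 1 and 2.97-fold in library 3. For the means over cells the cause was not tested. Cell cycle folds stayed within their intervals.

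Co-detection ratios at 2000 UMIs were 0.994, 0.981, 0.996 and 0.971 in libraries 1 to 4. Without Zfp42 and Utf1 they were 0.989, 0.987, 0.971 and 0.979. With at least 2 UMIs required they were 0.990 in library 2 and 0.983 in library 4, and at 10000 UMIs all stayed within their intervals. Saturation of the panels at higher depth limits this measure, and the cause of these shifts was not tested.

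In the Nanog comparison, the 14 lower genes became 5 at 2000 UMIs, 76 at 10000 UMIs, 6 at 2-fold and 1 with at least 1000 counts. Of the 76, 13 were among the 14. The higher genes numbered 3 at 10000 UMIs and 0 at 2000 UMIs, at 2-fold, with at least 1000 counts and for Esrrb. With each library left out in turn, lower genes ranged from 15 to 86 and higher genes from 0 to 9. The extremes of 86 and 9 came from leaving out library 1, and leaving out library 2 gave 22 lower genes. All 14 were among the lower genes in each case, which follows by construction because leaving out a library only relaxes the rule. Splitting cells by Esrrb in place of Nanog gave 19 lower genes, of which 12 were shared. Higher limits and fewer libraries change these numbers by construction, and for depth the cause was not tested.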

Other observations

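The test among cells of one state was chosen after its result was seen. The other tests in this part were set out before their results were seen.

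The median number of detected genes was 4097 over all barcodes and 4376 over the cells kept by the stated filter. The former is the same as the median quoted from the study above for cells after quality control. The filter kept 31989 cells here.

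The 4 libraries can be paired in 3 ways. The labels describe 2 lines with 2 replicates each, so that 1 pairing would hold the lines together and another the replicate numbers, but they do not say which. All 3 pairings were therefore counted alike, over 12711 genes with at least 200 counts in a library. A gene was counted when both libraries of a pair lay at least 1.5-fold above both of the other pair. Libraries 1 and 3 were parted from libraries 2 and 4 by 1259 genes, libraries 1 and 2 from libraries 3 and 4 by 480 genes, and libraries 1 and 4 from libraries 2 and 3 by 3 genes. In simulated counts for the first of these pairings, 0 of 12046 unchanged genes were counted, which covers counting error only and not variation between cultures. Genes of the first pairing included Dnmt3b (79.5, 393, 146 and 586 CPM in libraries 1 to 4), Otx2 (25.1, 90.4, 24.4 and 123 CPM) and Tbx3 (75.2, 10.9, 35.2 and 3.76 CPM). Those of the second included Mest, Itga3, Krt8, Tagln (with a gap of 5.22-fold), Ddx3y and Eif2s3y. Srrm2 passed under none of the pairings. Its lower value in libraries 1 and 2 was 1.09-fold above its higher value in libraries 3 and 4, and under the other 2 pairings the pairs overlapped. The rule makes no allowance for differences within a pair, so this gap does not show that Srrm2 was alike. Srrm2 was higher in library 1 (387 CPM) than library 3 (238 CPM), and in library 2 (533 CPM) than library 4 (356 CPM). It was also higher in library 2 than library 1 and in library 4 than library 3.

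Depth per cell, ribosomal protein genes, base composition and the mix of cell states were weighed as causes of the largest set. Thinning each cell to 5000 UMIs left 784 genes between libraries 1 and 3 and libraries 2 and 4, compared with 2 for the pairing with the fewest. Without ribosomal protein genes the number was 1239. After the trends of each library on GC content and transcript length were removed it was 1154. Among cells selected for one state by markers, with at least 6 naive panel UMIs and none of Fgf5, Pou3f1, Dnmt3a or Dnmt3b (4780, 1852, 2826 and 685 cells in libraries 1 to 4), it was 525 of 7549 genes. Each of these values argues against the respective cause as the whole explanation, for the mix of states only as far as these markers define it. Cluster 1 held only 6 cells of library 2 and 1 cell of library 4, so nearly all selected cells of these libraries lay in other clusters, and differences in state beyond the markers stay open. Among the same cells the pairing of libraries 1 and 2 against libraries 3 and 4 fell from 197 genes in all thinned cells to 20, although fewer cells and genes entered the count. A difference between experiments, culture times or lines could produce either set, although the study's single-cell methods give a single culture time. Such causes cannot be assigned without the identity of the libraries. The quality of the libraries was not weighed, although it parted them in the same way as the largest set. The cell filter kept 85.1% and 81.4% of the barcodes of libraries 1 and 3, but 72.5% and 73.4% of libraries 2 and 4. The median mitochondrial share of kept cells was 5.4% and 4.5% compared with 4.1% and 3.5%. Sample preparation or free RNA in the droplets thus stays open as a cause of the largest set. Genes that the study reports as changed in Srrm2 hKO cells in bulk RNA fell in both sets. Mest, Itga3, Ddx3y and Eif2s3y passed only for libraries 1 and 2 against 3 and 4, with gaps of 2.89-fold (Eif2s3y) to 32.3-fold (Mest). Srf (1.51-fold) and Id3 (1.55-fold) passed only for libraries 1 and 3 against 2 and 4. Lines were not assigned from such genes, because that would take the answer from the outcome.

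Transcripts of the Y chromosome were unevenly spread over libraries and cells. At 10000 UMIs per cell, Ddx3y, Eif2s3y and Uty together gave 1.48, 1.22, 0.399 and 0.362 UMIs per cell in libraries 1 to 4. The higher of libraries 3 and 4 thus stood at 0.328 of the lower of libraries 1 and 2 at equal depth, so depth per cell does not account for the gap. Medians over single autosomes differed from the mean of the libraries by -0.13 to 0.09 on the log2 scale. In library 3, 76.1% of cells had no Y UMI (75.2 to 77.1), compared with 67.1% for a Poisson distribution of the same mean, and in library 4 the shares were 78.3% and 69.6%. In libraries 1 and 2 they were 28.3% compared with 22.8% and 34.3% compared with 29.6%. Of 1000 random sets of 3 autosomal genes matched on level, 3 in library 3 and 0 in library 4 had as many cells without a UMI, compared with 14 in library 1 and 45 in library 2. An excess, though a smaller one, was thus present in libraries 1 and 2 too. This pattern is consistent with Y transcripts being absent from part of the cells of libraries 3 and 4, for example through loss of the chromosome in culture, although DNA was not measured here and silencing of the Y genes would look alike.

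Cells of libraries 1 or 2 carried over into libraries 3 and 4 were tested as another source of the cells with Y UMIs. Such cells would have little Mest, which was near 1 CPM in libraries 1 and 2. In library 3, Mest was at 39.0 CPM in cells with a Y UMI and 37.0 CPM in cells without, and in library 4 at 42.8 and 39.9 CPM. The lower of the 2 ratios was 1.05, which argues against such mixing. The study names Ddx3y and Eif2s3y among the genes that differed most between the lines in bulk RNA. Whether the difference in Y transcripts seen here follows the lines or the experiments stays open, since no library was tied to a line.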
